# The Potential Correlation Between Bacterial Sporulation and the Characteristic Flavor of Chinese Maotai Liquor

**DOI:** 10.3389/fmicb.2018.01435

**Published:** 2018-07-02

**Authors:** Weiying Wang, Renlu Liu, Ye Shen, Bin Lian

**Keywords:** Maotai-flavor substances, high-temperature fermentation, *Bacillus subtilis*, sporulation, transcriptome, microarray

## Abstract

The relationship between the formation of characteristic Maotai-flavor substances (MTFS) and the dominant bacteria in Maotai Daqu (MTDQ) has long been a topic of research interest in the field of liquor brewing in China. To investigate the connection between MTFS and the *Bacillus subtilis* (one of dominant bacteria in MTDQ) cultured on solid plates of wheat extract medium at, temperatures of 37, 46, and up to 55°C (Group A), and at a constant 37°C (Group B), the transcriptomes of the bacteria grown in the two groups were studied. About 10 out of 84 differentially expressed genes (DEGs) were related to promoting sporulation. Furthermore, observations made with transmission electron microscopy (TEM) showed that a thicker spore cortex appeared in Group A. The content of 2, 6-pyridinedicarboxylic acid (DPA), an important component of the spore, was 49.77 (±2.50) and 38.23 (±3.96) μg/mg of dried spores from the bacteria cultured in Groups A and B, respectively. Combined with the production process of Maotai liquor, more DPA accumulates in the high-temperature fermentation stage and is then released by spore germination during the subsequent temperature-drop stage. We suggest that DPA (or its derivatives) can then be transformed into MTFS by the Maillard reaction after many rounds of microbial fermentation. The viewpoint that there is a potential correlation between bacterial sporulation and the production of MTFS is proposed.

## Introduction

The main components of liquor are ethanol and water. These two compounds account for more than ∼98% of the liquor. The quality of the liquor mostly depends on a variety of scented organic compounds which account for less than 2% (Wu and Liu, 2005). Maotai liquor, made in Maotai town in the Guizhou Province in China, is the classic representative of Maotai-flavor style liquors. It is a type of natural product made via microbial solid fermentation without adding any other flavoring substances (Fan et al., 2011; Wu et al., 2013). The characteristic Maotai-flavor substances (MTFS) that are present in Maotai liquor have been identified to be a collection of small molecular compounds and include pyridines, pyrazines, organic acids, esters, alcohols, aldehydes, ketones, and other aromatic compounds (Azokpota et al., 2010; Chen et al., 2013; Lin et al., 2013). However, where exactly the Maotai flavor comes from, and what the relationship is between the MTFS and the fermenting microbes, remain unclear. Because Maotai has a superior position in China’s liquor market, its constitution and the mechanism of formation of the MTFS have always been hot topics of research in liquor brewing (Zhou, 1983; Xu et al., 2011).

Maotai Daqu (MTDQ) used in the production of Maotai liquor, which is mainly made using wheat as the raw material, goes through several rounds of microbial fermentation from low to high temperature (Wang et al., 2008; Zheng et al., 2011; Liu et al., 2012) and plays an essential role in the Maotai-flavor liquor brewing process. MTDQ, which is rich in a variety of microorganisms and enzymes, is essential for making Maotai liquor. In actual production, the dosage of MTDQ is large, which is almost half of the total mass of liquor-making raw material. MTDQ is not only a component of the raw materials, but is also involved in the formation of ethanol and aroma compounds (Lian, 1997; Lin et al., 2013). The specific production environment and stable production technology make MTDQ not only form a relatively stable microbial ecosystem, but also form the unique flavor base of Maotai liquor. It is known that heat-resistant bacteria are the main driving force in the MTDQ fermentation process (Xiong, 2005). Lian (1997) pointed out that the microbial action and the Maillard reaction in the process of MTDQ manufacture and the liquor brewing process are the reasons for all the flavor substances produced. However, the Maotai-style flavor components derived from the microbial activity in MTDQ remain an intriguing mystery in this field.

The special Maotai liquor brewing process includes high-temperature starter-making, high-temperature stacking, and high-temperature fermentation, all of which are essential conditions for producing Maotai-flavor liquor (Wang et al., 2008). The MTDQ processing temperature is usually up to and over 55°C, otherwise the MTDQ produces poor MTFS (Yang et al., 2004). The isolates from MTDQ include almost exclusively *Bacillus* spp., especially *Bacillus subtilis, B. licheniformis*, and *B. amyloliquefaciens* (Li et al., 2014), which are commonly viewed by most researchers as those components that contribute most to flavor production during MTDQ fermentation (Lian et al., 1993; Luo and Xie, 2012). *B. subtilis* is one of the dominant bacteria in MTDQ during the high-temperature fermentation stage, and the formation of MTFS requires this process of high-temperature fermentation. This, logically and naturally, makes us think there is a potential link between the *Bacillus* spp., high-temperature fermentation, and MTFS formation. Therefore, it is necessary to investigate the connection between metabolites produced from *B. subtilis* cultured at high temperatures and MTFS formation; however, this is difficult to understand using traditional analytical techniques and methods.

Modern techniques in molecular biology have been adopted to analyze the change in gene expression on a molecular level so as to expound the change in gene expression response to different environmental conditions (Cho and Tiedje, 2002). In this context, investigating the gene expression profile of *B. subtilis* under high-temperature fermentation using microarrays may help us to understand the mechanisms underlying flavor-production caused by the organisms during the high-temperature stage. Presently, there is a lack of in-depth research directly relating genes and their involvement in the metabolic pathways producing flavor. Wu and Xu (2012) attempted to clarify the mechanism of MTFS production by analyzing the gene expression profiles of *B. licheniformis* and their response to high-temperature stress using microarrays. They found a number of important differentially expressed genes (DEGs), most of which encode heat shock proteins which can help bacteria to survive at high temperatures, and also found that cysteine may be used as precursor to the synthesis of MTFS. Further research is needed to elucidate the molecular mechanism of MTFS formation.

To explore the differences in bacterial metabolites and gene expression at different culture temperatures, considering microbial fermentation of wheat caused gradual warming in the manufacturing process of Maotai-Daqu, a gradual warming mode of 37–46–55°C was designed to represent the high-temperature fermentation process used there. A strain of the dominant *B. subtilis* isolated from MTDQ was used as the research subject here. The gene expression profiles of bacteria cultured on solid plates made from wheat extract from low to high temperature (37–46–55°C) were analyzed and compared with those from bacteria cultured at a constant 37°C. The response of the related genes and pathways to the high-temperature stress was obtained so as to analyze the mechanism of MTFS production. Thus, we provide basic data for further understanding the origin of the flavor of Maotai liquor and for effectively utilizing this special fermented bacterial-resource.

## Materials and Methods

### Strain and Culture

The strain used in this experiment was isolated from MTDQ (Li et al., 2014). It was identified as *B. subtili*s via 16SrDNA analysis (GenBank database accession number: KT343640) and Biolog instrumentation (PROB = 0.610, SIM = 0.610, DIST = 5.714). It is one of the dominant bacteria in MTDQ and is considered to be one of the MTFS-producing functional bacteria (Lian et al., 1993; Lian, 1997; Lin et al., 2013; Li et al., 2014).

To acquire the seed liquid, *B. subtilis* was inoculated into 100 mL of Luria–Bertani liquid medium and cultured overnight at 37°C and 200 rpm. Wheat extract combined with beef–protein (WEBP) was then used as a test medium to acquire the total bacterial RNA. The medium was prepared as follows: Wheat (150 g) was added to deionized water (1 L) and left overnight at 37°C. After boiling for 60 min, the filtrate passing through four-layer gauze was collected. 0.75 g of beef extract, 2.5 g of peptone and 1.25 g of sodium chloride (a quarter amount of beef extract peptone medium) and agar (20 g) were dissolved into the filtrate (supplementing deionized water up to 1000 mL) and the mixture sterilized in an autoclave. With gentle shaking and pouring when the medium cooled down to about 55°C, plates were formed. The experiment was divided into two distinct groups, as follows:

Group A (high temperature): Seed liquid (200 μL) was spread evenly over the plate of the WEBP medium, and then was inversion cultured at 37°C for 12 h, then cultured at 46°C for 12 h, and finally at 55°C for 24 h.

Group B (low temperature): The method is the same as in Group A except that the culture temperature was kept at 37°C only (48 h).

The *B. subtilis* samples in plates were taken at 12, 24, and 48 h for the counting of spores, respectively. The experiment was conducted as follows: first, the bacteria were diluted into OD_600_ = 1.0, and then incubated at 75°C for 15 min to kill any vegetative cells. Finally the bacteria, with the appropriate dilution, were spread on agar plates of beef extract peptone for spore germination and the count of bacterial colonies in plate multiplied by the dilution factor gave the amount of initial spores per OD_600_.

At the end of the cultivation period, the bacterial culture on the plates was collected from the two groups and quickly transferred, respectively, to a 1.5 mL centrifuge tube containing lysozyme solution (300 μL) made using RNase-free water. It was then placed immediately into liquid nitrogen for 10 min and stored at -80°C until total RNA extraction was conducted.

At the same time, some of the bacterial culture from the two groups was rapidly taken for observation using TEM. For this, the samples were fixed using 2% glutaraldehyde and 1% osmium tetraoxide. Then, they were embedded in an epoxy resin and sectioned according to the method of Kay and Warren (1968) for TEM observation. The thickness of spore cortex in the field of view of a microscope was measured by the ruler tools in the Adobe Photoshop CS5 program. The data analysis was conducted by Independent-sample *T*-test in SPSS program.

### Total RNA Extraction

High-quality total RNA of *B. subtilis* under high-temperature conditions cannot be obtained by using several bacterial RNA extraction kits, so a modified cetyl trimethyl ammonium bromide (CTAB) method was used for total RNA extraction from the two groups of *B. subtilis*. The composition of the CTAB extraction solution were as follows: 2% CTAB, 30 mM EDTA, 2 M NaCl, 100 mM Tris-HCl and 0.05% spermidine. The final solution was adjusted to a pH of 8.

First, for the cell lysis stage, a lysis solution was prepared by adding 600 μL of CTAB extraction solution, 12 μL of 2% polyvinylpyrrolidone (PVP), 12 μL of beta-mercaptoethanol, 1.5 mg/mL (final concentration) protease K and 100 μL of lysozyme (1 mg/mL) to a 1.5 mL undefiled centrifugation tube without RNase. The lysis solution was incubated for 10 min at 42°C and then transferred to a specimen tube and incubated for 90 min at 42°C. The sample tubes were swirled gently several times during the whole time.

Next, RNA was separated and purified using the following method. Chloroform–isoamyl alcohol extraction solution was added to the sample tubes and mixed upside-down, and then they were centrifuged for 15 min at 13,000 rpm at 4°C. The upper, aqueous layer was carefully removed to another clean centrifuge tube and treated again using the same procedure. A pre-cooled solution containing an equal volume of LiCl (4 M) and half the volume of ethanol was used to precipitate RNA from the aqueous solution from the above steps. This was put on ice for 3 h to obtain a pellet. Then, the resulting pellet was washed with 600–800 μL of 2 M LiCl and 75% ethanol, followed by 5 min of centrifuging at 13,000 rpm, 4°C. The dried pellet was ultimately dissolved using an appropriate amount of water treated with diethylpyrocarbonate to obtain the bacterial total RNA.

Total RNA was quantified using a UV-vis spectrophotometer (ND-2000, Thermo Scientific) and RNA integrity was determined using a bioanalyzer (Agilent 2100, (Agilent Technologies).

### *c*DNA Synthesis and Microarray Hybridization

After obtaining the qualified RNA, cDNA was synthesized using AffinityScript HC reverse transcriptase (Takara) with a mixture of dNTP with amino-allyl dUTP, random primer, and 5 μg total RNA. Then, 1 M NaOH was added and the mixture was incubated for 10 min at 70°C to hydrolyze the RNA. Fluorescently labeled cDNA was obtained by adding 5 μL of Cy3 Mono-Reactive Dye to the cDNA (which binds to the amino-allyl dUTP). Finally, the cDNA was hybridized with the customized microarray (Agilent-066044) for 17 h at 65°C. Fluorescence was measured by scanning the microarray with a microarray scanner (Agilent G2505C), and the DEGs were elucidated by comparing the fluorescence intensity from probes in the two groups. The total RNA extraction/hybridization procedure was performed in quadruplicate.

### Analysis of the Differentially Expressed Genes

To begin with, the raw data were normalized using the quantile algorithm. The probes that had at least 100% of the values in any one out of all conditions flagged as ‘detected’ were chosen for further data analysis. DEGs were then identified through their fold change as well as the *P*-value calculated by using a *t*-test. The threshold set for up- and down-regulated genes was an *n*-fold change of *n* ≥ 2.0 and a *P* ≤ 0.05. In this research, all the up- and down-regulated expression are the relative quantitative expression of gene in Group A compared to Group B. To analyze the molecular functions of the DEGs, and the relevant metabolic pathways, the DEGs were annotated using the GO (Harris et al., 2004) and KEGG (Kanehisa et al., 2008) databases, followed by enrichment of the terms (*P* < 0.05 for significant enrichment). The three child databases of GO — cellular component (CC), biology process (BP), and molecular function (MF) — were adopted to analyze the cellular localizations and functional classifications of the DEGs. Finally, hierarchical clustering was performed to display the distinguishable genes’ expression pattern among the samples. GeneSpring software was employed to finish the basic analysis on the raw data (Wu and Xu, 2012).

### Quantitative Real Time RT-PCR (QPCR)

Quantification was performed using a two-step reaction process: reverse transcription (RT) and PCR. PrimerScript RT Enzyme Mix I (TaKaRa, Japan) reverse transcriptase was employed to prepare cDNA from amplified RNA. With 16srRNA as the reference gene, the 16srRNA primers used were forward-5′GTGGACTACCAGGGTATCTAAT3′ and Reverse-5′ GGTGAAATGCGTAGAGATGTG3′. The relative transcript abundance of the genes was detected using SYBR Green (Roche, Switzerland) and a real-time PCR thermal-cycler instrument (LightCycler^®^ 480 II, Roche, Switzerland) using gene-specific primers. The specificity of the primer pairs was as follows: *cspB*, 5′-TCGAAGTAGAAGGTCAAGACG-3′ (forward) and 5′-GCGGTTTCCTTCAACGATT-3′ (reverse); *gerPF*, 5′- CGGAGTCGTAAACTTTGGT-3′ (forward) and 5′-CCATATCTTGATCGCTGACAT-3′ (reverse). Each sample was run in quadruplicate in this analysis.

### Assay for DPA in Bacillus Spores

The culture conditions for Group A and B were the same as those described in Section “Strain and Culture.” The culture, in plates, was scraped into a clean centrifuge tube, then washed and centrifuged with decreasing rotor speeds (8,200, 4,200, and 2,700 g for 15 min at 4°C). The resulting spore pellet, after each centrifugation, was suspended in ice-cold distilled water. Spores were then pasteurized for 15 min at 70°C to kill vegetative cells, and then washed and centrifuged with decreasing rotor speeds (4,200 g, then 2,700 g for 15 min at 4°C) (Gounina-Allouane et al., 2008). Assay of DPA in bacillus spores was undertaken using procedures described previously (Janssen et al., 1958; Rotman and Fields, 1968; Planchon et al., 2011). DPA was extracted from the spores by autoclaving at 121°C for 30 min and then cooling. Autoclaved suspensions were centrifuged at 7,000 *g* for 15 min at room temperature. A 2 ml volume of each sample was mixed with 0.5 ml of reagent composed of 1% ammonium iron (II) sulfate [Fe(NH_4_)_2_(SO_4_)_2_⋅6H_2_O] and 0.1% cystein in sodium acetate buffer 0.05 M, at pH 4.0. Then, the optical density was measured at 400 nm. The DPA concentration was obtained from a calibration curve using a 1 mg/ml DPA (LookChem, Shanghai, China) solution. Spore DPA content was expressed in μg per mg mass of dried spores. The data analysis was conducted by using the independent-sample *T*-test in the SPSS program.

### Gas Chromatography–Mass Spectrometry (GC-MS) of the Fermentation Products

To simulate solid fermentation of wheat in the Maotai brewery, the cleansed wheat was autoclaved after being soaked overnight in deionized water at 37°C. An appropriate amount of water was added to the wheat to bring its moisture content to around 55%, at which, the wheat materials could be pinched into a ball and loosened into dispersed particles of wheat thereafter. The prepared wheat (100 g) was added to a 250 ml conical flask and sealed with eight-layer gauze, and sterilized in an autoclave. Seed liquid (5 mL) was inoculated into the medium (the aforementioned prepared wheat), stirred with a sterile glass rod, and then placed in incubators for static culture. The culture method involved high-temperature fermentation (as with Group A), and cultivation was conducted over six cycles of the temperature gradient (Group D). The sterile water (5 mL) replacing the bacterial culture was added to the medium to act as a control for Group D (namely, Group E). Group F was the same as Group D but was only cultured at 37°C. The cultivation of bacteria was performed in sextuplicate.

After the cultivation period of 12 d, anhydrous ethanol (100 mL) was added to the fermentation medium in the flasks (just covering the wheat culture) from the three groups, respectively, and shocked at 220 rpm for 3 h. Each duplicate was merged into one group. The extracts from the same groups were concentrated using a rotary evaporator and dried over anhydrous sodium. The samples were analyzed by GC-MS after dilution and the operational program and conditions followed a published method (Li et al., 2014) except that the scan mass spectra within the scan range of 50 to 650 amu were assessed. Identification of individual compounds was made possible by comparison of their mass spectra and retention indices with those of the internal reference mass spectra library NIST05.

## Results

### Morphology of *B. subtilis*

After fermenting the *B. subtilis* for 48 h on WEBP solid plates, the Group A plate appeared brown while the Group B plate remained a shallow khaki color. The Group B sample formed a thicker bacterial layer on the surface of the plate compared to the Group A one. The two cultures emitted different odors and the bacterial cell morphologies obtained by TEM are shown in **Figure 1**.

**FIGURE 1:**
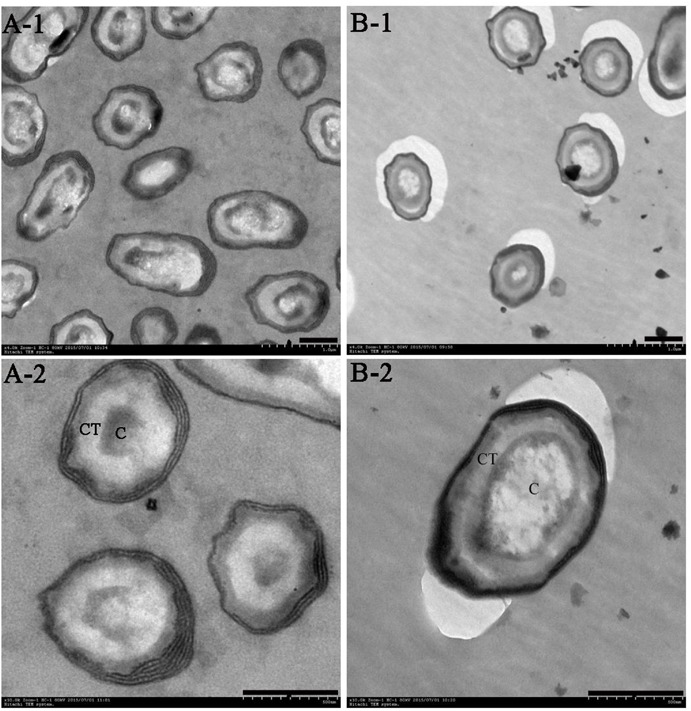
Transmission electron microscopy (TEM) of *B. subtilis* after cultivation for 48 h in WEBP medium. **(A-1, A-2)** Show the morphology of *B. subtilis* from Group A magnified 4,000 times and 10,000 times, respectively. **(B-1, B-2)** Indicate the morphology of *B. subtilis* from Group B magnified 4,000 times and 10,000 times, respectively. CT, spore cortex; C, spore core (the scale bars are all 0.5 microns in length).

The population of spores increased gradually with the increase in temperature in Group A, and there were significant differences in the number of spores at three different temperatures. Although the incubation temperature of bacteria in Group B was unchanged, the spores were already evident at 12 h, and there was no significant difference in the number of spores at 12, 24, and 48 h, however, at the end of the culture period (48 h), the number of spores in Group A was significantly higher than that in Group B (**Supplementary Figure S1**). Moreover, the spore cortices of the bacteria in Group A were clearly thicker than those in Group B; the former’s nuclei were compact, while the latter’s were evenly dispersed.

### Analysis of the Transcriptome of *B. subtilis* Under Different Culture Conditions DEGs of *B. subtilis* for the Two Different Culture Conditions

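The transcriptomes of *B. subtilis* were measured on a customized Agilent microarray in which each array was hybridized with 1 sample labelled with 1 dye. Group A was cultured for 48 h in all, with 12 h at 37°C, 12 h at 46°C and 24 h at 55°C, and Group B was kept at 37°C for the same 48 h. There were 4 arrays in each group. The methods describe extraction and hybridization done 4 times and do not say whether each array had its own culture. The spread between arrays, and each *P* that rests on it, may therefore leave out variation between cultures. The methods start from 5 μg of total RNA made into amino-allyl cDNA and coupled to Cy3, whereas the sample labels describe 0.5 μg of RNA amplified into Cy3-labelled cRNA. Both name Cy3, for which the green channel is normally read and had been planned. The scanner files hold the red channel only, so the red signal was used. Why a Cy3 label is stored in the red channel was not resolved. Each array carried 42819 spots, and 6767 different probes were left once the control spots were removed, 6567 of them with 6 spots and 200 with 10. The files give each probe a number and no gene name, and probes are therefore reported by number.
The deposited intensity of a spot is the signal processed by Feature Extraction 10.7.1.1, which subtracts the background and puts a surrogate value in place of a signal not significantly above it. Surrogates filled 90.3% to 93.1% of the probe spots on the Group A arrays and 92.7% to 94.6% on the Group B arrays. No probe spot was saturated. A probe was taken as detected on an array when at least 50% of its spots without an outlier flag were well above background. Between 96 and 122 probes were detected on a Group A array (median 105.5) and between 100 and 133 on a Group B array (median 111.5), so that 1.42% to 1.97% of the probes on an array were detected. The number of detected probes did not differ between the groups (exact permutation test, two-sided, p = 0.486, n = 4 per group).
The log2 signal was averaged over the spots of a probe, and the arrays were brought to the same distribution with the quantile algorithm named in the methods. As in the methods, a probe was kept when it was detected on all 4 arrays of either group, which left 119 probes. Of these, 75 were detected on all 8 arrays. Groups were compared by the moderated test of limma with Benjamini-Hochberg adjustment. After the quantile algorithm, the median SD between the arrays of a group was 0.09 on the log2 scale in Group A and 0.08 in Group B. The Group A arrays were all on slide 1 and the Group B arrays all on slide 2, so a difference between slides and a difference between groups cannot be told apart.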

The relationship between gene expression in *B. subtilis* in response to high temperature and formation of MTFS was investigated by microarray. The complete set of microarray data has been deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information^1^ (accession number GSE71067).

A total of 84 genes out of 6,820 (*P* ≤ 0.05 and fold change ≥ 2) were found to have significant expression differences between Group A and Group B (44 up- and 40 down-regulated). These DEGs were annotated and classified (**Figure 2**). 

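Of the 119 probes tested, 71 passed an adjusted *P* of 0.05 from limma with Benjamini-Hochberg adjustment together with a fold change of 2, 38 of them up-regulated in Group A and 33 down-regulated. In each of these 71 probes the 4 values of one group lay entirely above the 4 of the other, which the thresholds themselves make likely. This held for 100 of the 119 tested probes. By chance, 2.86% would be expected among probes chosen without regard to group. The detection filter used the groups, and a difference between slides would separate them too, so the share is not a test. The methods' *t*-test with an unadjusted *P* of 0.05 and the same fold threshold gave the same 71 probes. The median fitted fold change was 3.29 among the up-regulated probes and 3.84 among the down-regulated ones. Among those detected on all 8 arrays, the medians were 2.85 and 3.03, respectively.
Of the up-regulated probes, 15 were not well above background on any Group B array, and 18 of the down-regulated probes were not well above background on any Group A array. Only a lower bound was therefore given for the fold change of these 33 probes. In the dimmer group, surrogate values filled all the unflagged spots of 6 of them and some of the spots of another 6, and the other 21 had a signal that was not replaced but was not well above background. The bound sets the mean of the brighter group against, on each array of the dimmer group, the higher of the lowest normalized signal well above background and the probe's own. For 17 of the 33 the bound was under 2-fold with the quantile algorithm, and for 12 to 27 with the other scalings and background correction tried. The 12 came from subtracting the 75th percentile of the probes detected on all arrays. In that setting 9 of the 33 bounds were under 1-fold, so no fold could be given for these, against 0 in each other setting. Another 34 of the 71 probes were detected on all 8 arrays, 20 of them up-regulated and 14 down-regulated.
In proportion, the count moved most with the authors' processed values in place of the scanner signal, which gave 24 probes, 0 of them up-regulated. In those values the columns of replicates 1 and 4 of Group A do not follow their scanner files, and without both, a setting chosen after seeing the data, 54 probes were called, 31 up- and 23 down-regulated. The count was 34 when probes had to be detected on all 8 arrays, and 132 of all 6767 probes when the detection filter was left out. The division into up- and down-regulated probes depended on how the arrays were scaled. With the 75th percentile of the probes detected on all arrays subtracted, 29 probes were up-regulated and 49 down-regulated, and with no normalization between arrays the numbers were 53 and 26. These scalings moved the median log2 fold change of the tested probes from -0.03 to -0.48 and 0.66, respectively. In all 6 scalings tried, 29 probes were up-regulated and 18 down-regulated. The paper takes the genes past both thresholds as the DEGs and goes on to annotate and classify them.

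**Figure D1:**
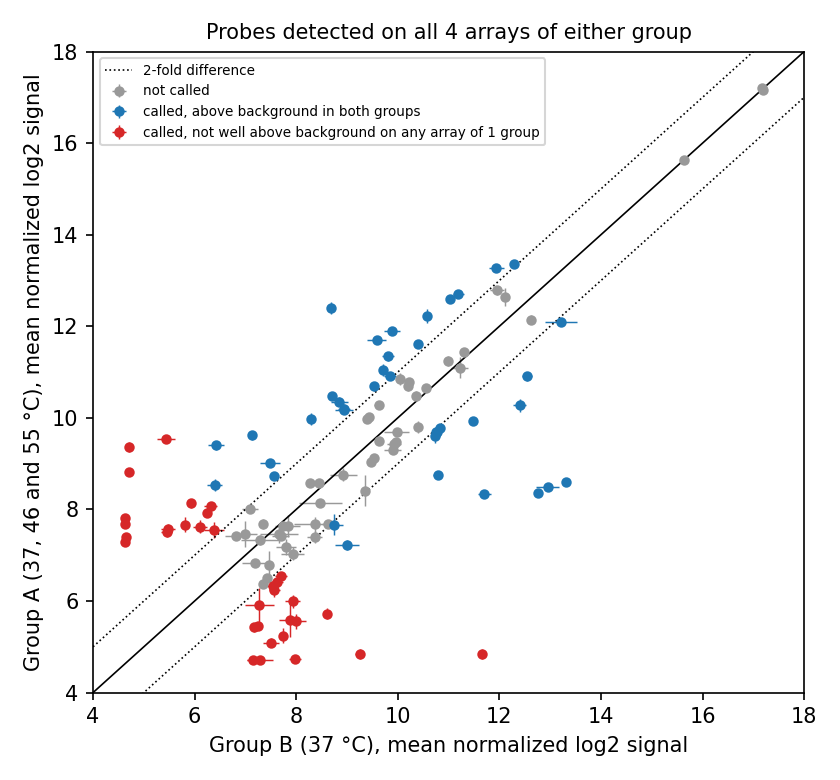
Mean normalized log2 signal in Group A against that in Group B for the 119 tested probes, with error bars of 1 SD over 4 arrays, the line of equal signal and dotted lines at a 2-fold difference. The 33 probes in red were not well above background on any array of one group, so their distance from the line rests on signals that were not well above background.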

A large proportion of the DEGs are hypothetical protein coding-genes. Another portion relate to tRNA coding-genes (accounting for 40% of the up- and 10% of the down-regulated DEGs).

**FIGURE 2:**
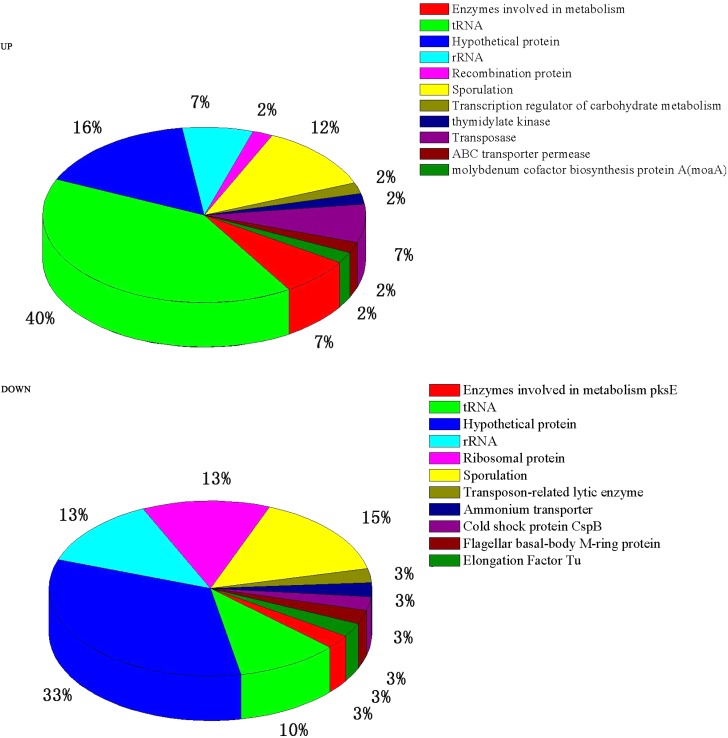
Pie charts showing the function classification of the DEGs.

In addition, a considerable number of the DEGs are related to sporulation (see **Table 1**). 

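Among the 38 up-regulated probes, probe 2767 had the smallest *P* (adjusted p = 9.92e-12 from limma with Benjamini-Hochberg adjustment). Its normalized log2 signal was 8.83 ± 0.07 (SD, n = 4) in Group A and 4.70 ± 0.01 (SD, n = 4) in Group B, a log2 fold change of 4.13 with a standard error of 0.04. The difference stayed between 4.03 and 4.22 with each array left out in turn. No Group B array measured this probe well above background, so the change is at least 4.43-fold with the quantile algorithm (2.37- to 5.28-fold over all the scalings tried), and the fitted 17.5-fold rests on surrogate values in Group B. The SD of 0.01 there is a spread of surrogates, so the standard error, the *P* and the rank by *P* rest on them too. With dim values raised to the lowest signal well above background, the adjusted p was 3.54e-06 from limma. The up-regulated probe with the largest fold change was probe 6138, with 9.37 ± 0.10 (SD, n = 4) in Group A against 4.70 ± 0.02 (SD, n = 4) in Group B (log2 fold change 4.67, standard error 0.05, adjusted p = 1.79e-11 from limma). This probe was not well above background on any Group B array either, and its change is at least 6.45-fold (3.86- to 8.63-fold over the scalings). Its standard error and *P* likewise rest on surrogates in Group B. Both probes stayed up-regulated at every scaling of the scanner values. In the authors' processed values, neither passed the adjusted threshold, with log2 fold changes of 2.69 and 1.92. With replicates 1 and 4 of Group A left out of those values, both probes passed it, with log2 fold changes of 3.10 and 3.47. The files do not pair either probe with a gene.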

The most significantly different gene is *ybaN* (polysaccharide deacetylase *pdaB*) among the up-regulated DEGs, which is related to the formation and maturation of spores. Then come *sspA* and *sspC* which were up-regulated by 13 and 9 times. SspA and SspC are kinds of small-molecule acid-soluble spore proteins (SASPs) which can bind non-specifically with DNA. 

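Among the 33 down-regulated probes, probe 1446 had both the smallest *P* and the largest fold change. Its normalized log2 signal was 4.85 ± 0.10 (SD, n = 4) in Group A and 11.66 ± 0.06 (SD, n = 4) in Group B, a log2 fold change of -6.81 with a standard error of 0.06 (adjusted p = 9.92e-12 from limma with Benjamini-Hochberg adjustment). The fitted change was 112-fold. Like the fold, the standard error and *P* of the probe rest on Group A signals that were not well above background. Before normalization, its signal was between 26.5 and 33.1 on the Group A arrays, not well above background on any of them, and between 2176 and 3132 on the Group B arrays. Set against the lowest signal that was well above background, the probe was at least 30.5-fold lower in Group A with the quantile algorithm, and this bound was 17.5- to 55.4-fold over the scalings tried. Subtraction of the background by normexp in place of the processed signal gave a log2 fold change of -5.02. The next largest fall with the quantile algorithm was in probe 2037, which was well above background on all 8 arrays, with 8.60 ± 0.07 (SD, n = 4) in Group A and 13.30 ± 0.04 (SD, n = 4) in Group B (log2 fold change -4.70, standard error 0.04, adjusted p = 9.92e-12 from limma). Its fold change of 25.9 therefore rests on signals well above background in both groups, but it depends on the scaling. The log2 fold change was -4.93 with the 75th percentile of the probes detected on all arrays subtracted and -3.79 with no normalization between arrays, the latter chosen after seeing the data. In both of these scalings, more probes than probe 1446 fell further than probe 2037. Their log2 fold changes were -4.99 and -4.98 with the 75th percentile, and -3.84 and -3.83 with no normalization. The second value of each pair is from a probe well above background on all 8 arrays. The rank of probe 2037 therefore depends on the scaling too, although it held among the 5 largest falls with normexp. The files pair neither probe 1446 nor probe 2037 with a gene.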

The most significantly different gene among the down-regulated DEGs is *rapA* (by 112 times). RapA protein is a kind of aspartic acid phosphatase which is important for sporulation in the *Bacillus* genus. *CotG, cotY*, and *gerPF* were down-regulated by 25, 5, and 3 times, respectively. These are associated with the formation and assembly of the spore outer protein layer. To confirm the microarray data, we analyzed the relative mRNA levels of the two genes *cspB* and *gerPF* using qRT-PCR. The expression levels of *cspB* and *gerPF* were down-regulated by 4.3 and 2.6 times, respectively, which is in agreement with the microarray results.

**Table 1:** The differentially expressed genes (DEGs) related to sporulation.

Up-regulated genes	Fold change	Down-regulated genes	Fold change
*ybaN*	17.51	*rapA*	112.5
*sspA*	13.22	*cotG*	25.79
*sspC*	9.12	*cotY*	5.49
*Bsn5_00005*	3.12	*gerPF*	3.56
*minD*	2.25	*I653_17610*	20.99

The DEGs involved in the metabolic pathways are few in number. Only the genes of glycine C-acetyltransferase (*kbl*) and bifunctional 3,4-dihydroxy-2-butanone 4-phosphate synthase (*ripA*) were up-regulated in Group A compared to Group B. These catalyze the conversion of glycine and 5-phosphate ribose to aminobutyric acid and dihydroxy butanone phosphoric acid, respectively (the biochemical reactions catalyzed by kbl and ripA are as described below).

$$acetyl-CoA+glycine\overset{Kbl}{\to }CoA+L-2-a\min o-3-oxobu\tan otate$$

$$D-ribulose-5-phosphate+formate\overset{RipA}{\to }L-3,4-dihydroxy-2-bu\tan one-4-phosphate$$

One down-regulated gene involved in the metabolic pathway is polyketide biosynthesis protein (*pksE*). The fold changes for the three genes above are 2.9, 4.2, and 4.7 times, respectively.

#### Clustering Analysis of the DEGs

Compared with Group B, the most significantly different genes in Group A (irrespective of up- or down-regulation) are related to sporulation (**Figure 3**, the genes in the red boxes). Examples include *pdaB, sspA, cotG, cotY, etc*. In addition, *cspB*, a gene related to cold-induced shock, was heavily up-regulated in Group B. It was mainly expressed at 37°C in *B. subtilis* (Kaan et al., 1999).

**FIGURE 3:**
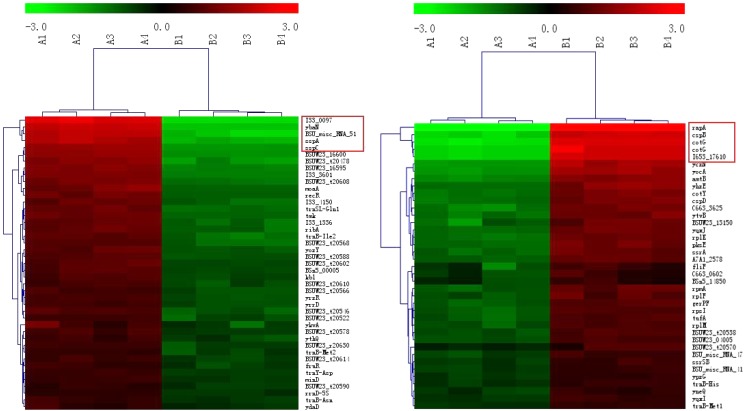
Clustering of the DEGs. The up- and down-regulated genes are on the left and right, respectively. The red boxes represent the genes with the maximum fold changes.

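The 8 arrays were compared over all 119 tested probes, and not over the DEGs, which were chosen for their difference between the groups. Pearson's r between arrays, across probes, was 0.996 to 0.999 within Group A and 0.994 to 0.998 within Group B, but 0.675 to 0.697 between a Group A and a Group B array. The mean r within groups exceeded the mean r between groups by 0.312. No other division of the 8 arrays into 4 and 4 gave a difference as large (exact permutation test over 35 divisions, one-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). Average-linkage clustering on 1 - r placed all 8 arrays with their own group when the tree was divided into 2 clusters. Over the 48 tested probes that were not called, r was at least 0.991 within groups and 0.970 to 0.978 between them. Probes are not independent replicates, and each group lay on a slide of its own.

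**Figure D2:**
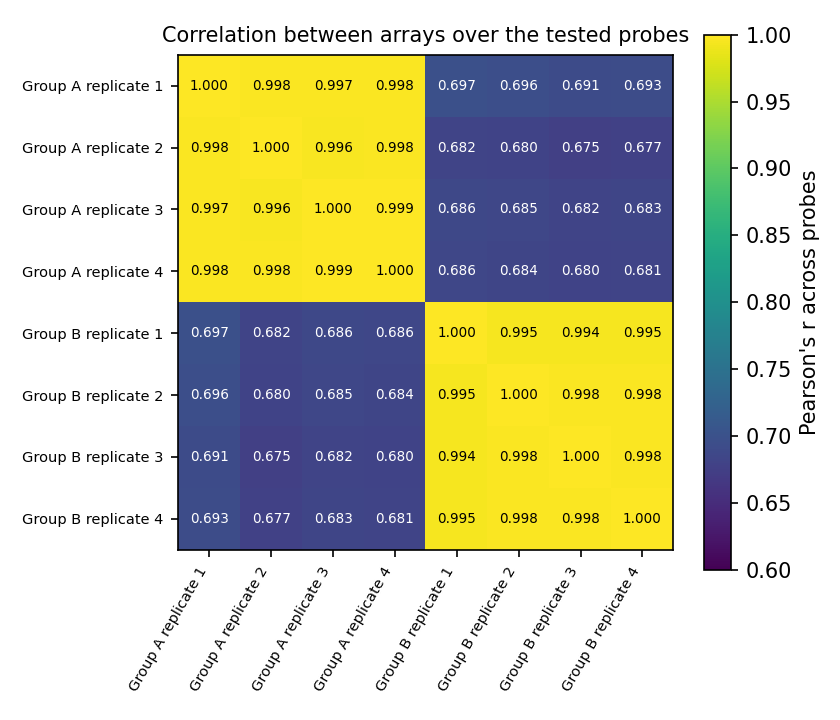
Pearson's r between each pair of the 8 arrays across the 119 tested probes, with the colour and the number in each cell giving r. The 4 arrays of each group form a block with r of at least 0.994, and pairs from different groups lie at 0.675 to 0.697.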

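Below the 2 largest rises, the next 3 were fitted at 17.4-, 13.1- and 9.09-fold, and below the 2 largest falls, the next 3 were fitted at 22.1-, 21.2- and 21.0-fold. Of these 6 probes, 3 were well above background on all 8 arrays, namely those with the 13.1-fold rise and the 22.1- and 21.0-fold falls. The others were not well above background on any array of the dimmer group. For these, with the quantile algorithm, the 17.4-fold rise is at least 7.30-fold, the 9.09-fold rise at least 2.21-fold and the 21.2-fold fall at least 5.73-fold. Over the scalings tried, the first of these bounds was 4.51- to 10.1-fold and the last 3.52- to 9.58-fold, and no fold could be given for the 9.09-fold rise with the 75th percentile of the probes detected on all arrays. After normalization, replicate arrays lay close together in comparison, with an SD of at most 0.22 on the log2 scale in either group for any of the 10 probes with the largest changes. Part of this closeness comes from the quantile algorithm, which gives probes of the same rank the same value. Before it, the signal of probe 2037 was 5066 to 7946 on the Group B arrays. Among the probes detected on all 8 arrays, 3 rose and 6 fell by 4-fold or more.

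**Figure D3:**
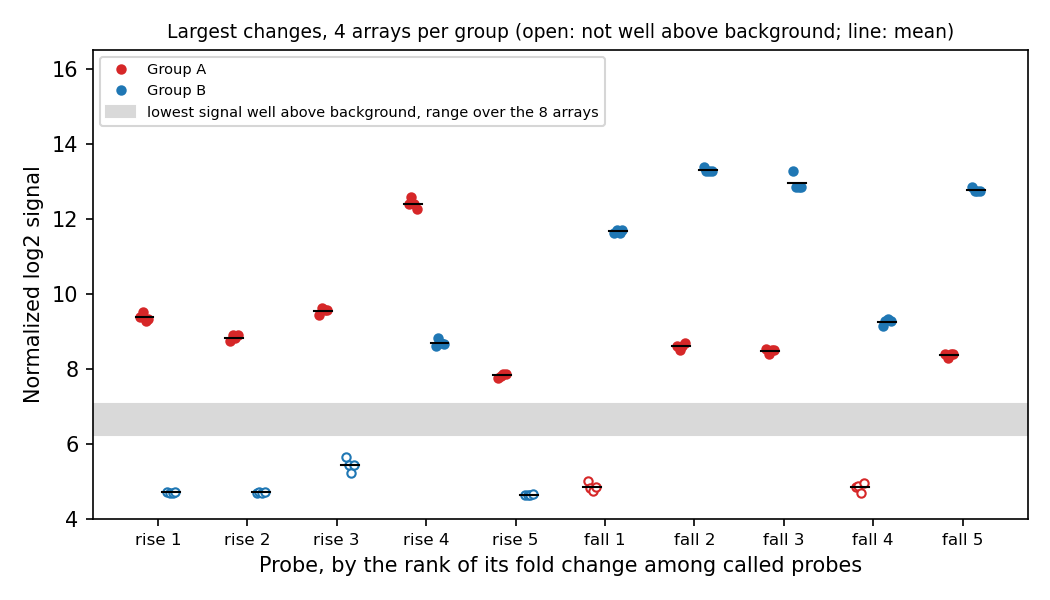
Normalized log2 signal on each of the 4 arrays per group for the 5 largest rises and the 5 largest falls in Group A, with a black line at each group's mean. Open points were not well above background, and the grey band spans the lowest signal well above background on the 8 arrays (6.23 to 7.06), under which 6 of the 10 probes lie in one group.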

#### Enrichment Analysis of the DEGs

The cellular localization results show that the DEGs are mainly ribosomal components. The function enrichment results show that the DEGs are predominantly responsible for translation and sporulation. Only the ribosome term is significant in the KEGG enrichment analysis (**Table 2**).

**Table 2:** GO and KEGG enrichment analysis of the DEGs.

Gene ontology						KEGG	
	
CC	*P*	BP	*P*	MF	*P*	Pathway	*P*
a	*P* < 0.01	e	*P* < 0.01	h	*P* < 0.01	bsu03010 Ribosome	*P* < 0.01
b	*P* < 0.01	f	*P* < 0.05	i	*P* < 0.01		
c	*P* < 0.01	g	*P* < 0.05				
d	*P* < 0.01						

*a, GO: 0005840 ribosome; b, GO: 0043228 non-membrane-bounded organelle; c, GO:0043232 intracellular non-membrane-bounded organelle; d, GO:0030529 ribonucleoprotein complex; e, GO:0006412translation; f, GO:0043934sporulation; g, GO:0030435sporulation resulting in formation of a cellular spore; h, GO:0003735 structural constituent of ribosome; i, GO:0005198 structural molecule activity.*

### The DPA Content of *Bacillus* Spores Under the Two Different Culture Conditions

The DPA content was significantly higher (*P* < 0.05) in spores from Group A (49.77 ± 2.50 μg per mg of dried spores) than in spores from Group B (38.23 ± 3.96 μg per mg of dried spores).

### Analysis of MTFS in Different Wheat Cultures Under Different Treatments

**Table 3** lists some fermentation products related to MTFS from the culture extracts of the three groups of samples as detected by GC-MS. The results showed that the three group cultures mostly consisted of *N*-Hydroxymethylacetamide (retention time, 7.4 min), which accounted for 47, 30, and 65% in Groups D, E, and F. In particular, this study focused on pyridine materials such as 1-[2-Diethylaminoethyl]-2,3,4,5,6,7-hexahydro-4-oxo-1H-cyclopenta[b] pyridine (retention time, 10.95 min) that was detected at 2.28 and 2.23% by mass in Groups D and E, respectively, however, this was not detected in the cultures produced at the lower temperature used in treatment of samples in Group F.

**Table 3:** The GC-MS results of MTFS from the culture extracts of the three groups.

RT	Compound name	Molecular formula	CAS number	Area % D	Area % E	Area % F
5.64	Butanoic acid, 2,3-dimethyl-, methyl ester	C_7_H_14_O_2_	30540-29-5	17.22	14.78	-
5.74	Butanoic acid, ethyl ester	C_6_H_12_O_2_	105-54-4	3.30	2.88	-
6.31	Octanoic acid, 3,4-dimethylphenyl ester	C_16_H_24_O_2_	855371-61-8	0.82	1.25	-
6.83	Allyl(methoxy)dimethylsilane	C_6_H_14_OSi	18269-47-1	0.76	-	-
7.40	N-Hydroxymethylacetamide	C_3_H_7_NO_2_	625-51-4	47.09	30.26	65.48
7.63	1H-Purin-6-ol	C_5_H_4_N_4_O	95121-06-5	6.66	20.49	-
8.92	Imidazole, 1,4,5-trimethyl	C_6_H_10_N_2_	20185-22-2	2.36	1.44	-
10.95	1-[2-Diethylaminoethyl]-2,3,4,5,6,7-hexahydro-4-oxo-1H- cyclopenta [b] pyridine	C_14_H_24_N_2_O	18121-17-0	2.28	2.23	-
11.28	Acetamide, N-(2-benzoyl-4-chlorophenyl)-2-(2-methylpiperidin-1-yl)-	C_21_H_23_ClN_2_O_2_	83132-27-8	0.76	0.64	-
15.88	3-Methyl-1,4-diazabicyclo[4.3.0]nonan-2,5-dione, N-acetyl	C_10_H_14_N_2_O_3_	5248-89-5	0.80	-	-
18.01	N-Norvaline, n-propargyloxycarbonyl-, octyl ester	C_17_H_29_NO_4_	1228461-08-2	1.57	0.87	-
18.18	l-Valine, n-propargyloxycarbonyl-, tetradecyl ester	C_23_H_41_NO_4_	1252806-34-0	2.81	1.68	-
21.61	7,10-Hexadecadienoic acid, DMOX derivative	C_20_H_35_NO	56666-41-2	1.31	1.12	0.78
22.15	Octadecanoic acid, 2,3-dihydroxypropyl ester	C_21_H_42_O_4_	123-94-4	2.11	0.84	-
22.30	Artifact of roasted food iso-2	C_14_H_16_N_2_O_2_	3705-26-8	2.07	1.67	-
23.21	Hexadecanoic acid, 2-hydroxy-1-(hydroxymethyl) ethyl ester	C_19_H_38_O_4_	23470-00-0	1.06	-	-
24.69	n-Propyl-9.cis.,11.trans.- octadecadienoate	C_21_H_38_O_2_	276686-66-9	2.82	2.25	-

*CAS number, CAS (chemical abstracts service) register number.*

## Discussion

Spores represent intracellular dormancy of the *Bacillus* genus in response to environmental stress (nutrient deficiency, heat, UV, organic reagents, etc.) (Errington, 1993). In this research, *B. subtilis* was cultured at a high temperature of 55°C (Group A) and at a more normal temperature of 37°C (Group B). The spores were produced after cultivation for 12 h, and heat contributes to spore formation, resulting in the number of spores in Group A being significantly higher than that in Group B at the end of the culturation period. Moreover, the spore cortices in Group A are clearly thicker than those in Group B (**Figure 1**), which is a strategy of Bacilli spore for escaping damage (Popham et al., 1996).

Small-molecule acid-soluble spore proteins can bind onto DNA, which protects DNA from chemical and enzymatic cleavage. Moreover, a/β-type SASP—DNA interaction may also be promoted by the low free water content in the spore core (Setlow, 1992; Setlow et al., 1992). Up-regulated expressions of *sspA* and *sspC* and the low free water content in the spore core in Group A may be the reasons why the conventional method of RNA extraction fails for cells cultured at high temperature. In fact, several methods of total RNA extraction were conducted in this study: (i) the common TRIzol method, (ii) by using a Fungi Total RNA Isolation Kit (B518659, Sangon Biotech), and (iii) by using an RNAqueous^®^ Total RNA Isolation Kit (AM1912, Ambion). The latter two were aimed at thicker cytoderm and endogenous nuclease, respectively. The total RNA of *B. subtilis* in Group B was readily obtained using these methods, but Group A samples failed to produce results every time (see **Figure 4**).

**FIGURE 4:**
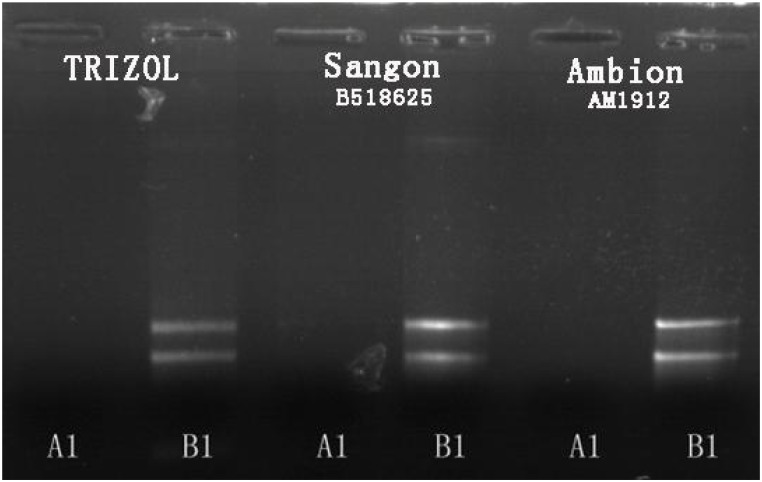
Agarose gel electrophoresis results for total RNA extraction from *B. subtilis* using three different methods.

There are reports of a modified CTAB method for total RNA extraction from plant leaves (Zhao et al., 2012; Lan et al., 2013; Morante-Carriel et al., 2014). So we tried a new way using a mixed CTAB solution for total RNA extraction. The method involves a combination of CTAB, lysozyme and proteinase K to destroy the cell walls and membrane proteins, and this is followed by an RNA separation phase where various chemicals are used together to release RNA and prevent its degradation. CTAB can selectively precipitate nucleic acids as well as dissolve membranes owing to its surfactant properties (Murray and Thompson, 1980). PVP and β-mercaptoethanol can prevent the loss and degradation of the RNA in the extraction process (Gehrig et al., 2000). LiCl can be used to make RNA precipitate specifically in the purification stage (Morante-Carriel et al., 2014). After much endeavor, the total RNA of *B. subtilis* in Group A was successfully obtained by using our modified CTAB method (**Figure 5**).

**FIGURE 5:**
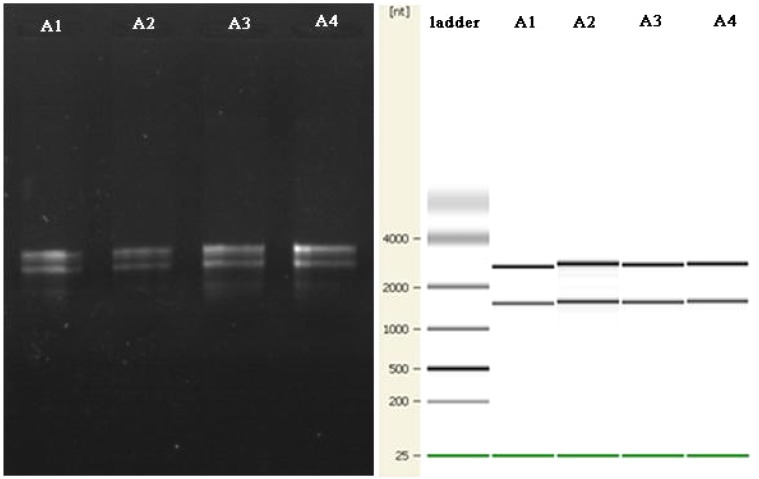
The agarose gel electrophoresis results for total RNA extraction from *B. subtilis* using the modified CTAB method are on the left. The quality control results for the Agilent 2100 are shown on the right.

Many of the DEGs relate to tRNA-coding genes (**Figure 2**). Further analysis showed that they relate to tRNA of all kinds of amino acids — there is no preference for one, or one kind, of amino acid. This may be related to the synthesis of a variety of proteins or enzymes in the high temperature conditions. Wu and Xu (2012) reported that after culturing at high temperature the DEGs of *B. licheniformis* also exhibited the same result.

Regardless of whether we focus on the number of DEGs (**Figure 2**) or the number of *n*-fold changes in the DEGs (**Figure 3**), the results show that a noteworthy part of the DEGs are closely related to the formation of spores. Moreover, the up-regulated genes *pdaB, sspA*, and *sspC* are all related to the promotion of sporulation while the down-regulated genes *rapA* and *cotG* are related to the inhibition of sporulation. The details are as follows: PdaB mutation can cause a complete lack of muramic-δ-lactam which is a structural component of the peptidoglycan in the spore cortices (Warth and Strominger, 1972; Fukushima et al., 2004). This indicates that the up-regulated expression of *pdaB* promotes the formation of spore cortices in Group A and the TEM results seem to confirm this (**Figure 1**). Specificity lipoprotein produced by the encoding of *sspA* and *sspC* can help spore DNA resist UV and heat damage (Mason and Setlow, 1987). Protein phosphatase RapA acts specifically at the phosphotransferase Spo0F, which acts within a complex phosphorelay system important for activation of the master regulator Spo0A by its phosphorylation. At a certain threshold level, the phosphorylated Spo0A activates cellular entry into the sporulation process. The phosphatase (RapA) function is to drain the phosphorelay, reduce Spo0AP levels, and prevent sporulation. Thus down-regulation of *rapA* expression would result in a more efficient induction of sporulation (Perego et al., 1994). Saggese et al. (2014) proved that CotG exerts a negative regulation effect on the assembly of at least three spore coat proteins.

In this research, the different expression of genes related to sporulation and a thicker spore cortex appeared in *B. subtilis* under high-temperature culture conditions which may be responsible for protecting the bacteria from heat stress: however, is there a connection between the sporulation and the MTFS formation? Considering that the MTFS formed during high-temperature fermentation and the bacterial sporulation is promoted by higher temperatures, it is not groundless to suppose that the two phenomena are connected. In addition, the following research and analysis also show the similar associations. When PdaB transforms MurNAc into muramic-δ-lactam amino hexose, acetylated alanine and acetylated acetic acid are also generated as by-products (Warth and Strominger, 1972), which appear in the list of MTFS constituents (Li et al., 2014). Other, more persuasive, evidence is also associated with *pdaB*. Fukushima et al. (2004) reported that deletion mutation of *pdaB* decreases the spores’ dipicolinic acid (DPA) content to only 1.2% of that of the wild type. This suggests that there is a certain connection between DPA formation and the function of PdaB. DPA is an important part of the spore, and forms a large proportion of the dry weight of the spores. It also plays an essential role in spore heat resistance (Errington, 1993). One key point is that DPA contains a pyridine ring, and is therefore a potential precursor for pyridine derivatives (Li et al., 2012, 2014). Zhuang (2005) found that Maotai-style liquors have a higher content of several heterocyclic compounds including the pyridine and 3-isobutyl pyridinithiazole. These kinds of heterocyclic nitrogen compounds are ingredients in the MTFS (Fan et al., 2011; Li et al., 2014). Presumably, microbes proliferate rapidly during the gradually rising temperature stage of fermentation. As the temperature rises, the bacilli form spores to resist the heat. A large amount of cortex material (peptidoglycan, amino acids) and DPA is accumulated in the spores. When the heaps of MTDQ are turned over ready for a new round of fermentation, the spores will germinate as the MTDQ cools. At this time, the spore walls develop into cell walls as well as the cortex, and DPA will be released (Kay and Warren, 1968; Setlow, 2014). These materials released into the MTDQ may act directly as a kind of MTFS or they may become various pyridine derivatives. They may also become reactants in the Maillard reactions taking place in the next round of rising-temperature fermentation (Pripis-Nicolau et al., 2000; Zhang et al., 2013). This process is demonstrated graphically in **Figure 6**. In fact, the DPA content is significantly higher in spores produced during high-temperature culturing than in spores produced at lower temperatures (please see section “The DPA Content of Bacillus Spores Under the Two Different Culture Conditions”). Considering that the heat-resistant *Bacillus* spp. of MTDQ, such as *B. amyloliquefaciens* and *B. licheniformis* (Li et al., 2014) are the dominant bacteria, thus a contribution of sporulation in the Maotai production might be really high. This supports the evidence for the hypothesis, that the formation and release of the spores’ DPA via six or more rounds of fermentation featuring from low- to high-temperature may be one of the sources of heterocyclic nitrogen compounds in the MTFS. Many researchers adopt the view that MTFS precursors are metabolites produced by microbial fermentation (Zhu et al., 2010; Wu and Xu, 2012). Therefore, analyzing the relevant metabolic pathways of the DEGs can help to explain the mechanism of MTFS formation; however, the results show that only two DEGs (*kbl* and *ripA*) are related to material metabolism. It is notable that the products of their catalytic function, aminobutyric acid and dihydroxy butanone phosphoric acid, are common ingredients in MTFS (Zhuang et al., 1999; Lin et al., 2013; Li et al., 2014). This indicates that the bacteria can up-regulate the expression of some genes in high temperature conditions which promotes the formation of some special metabolites. These may become part of the MTFS or be their precursors.

**FIGURE 6:**
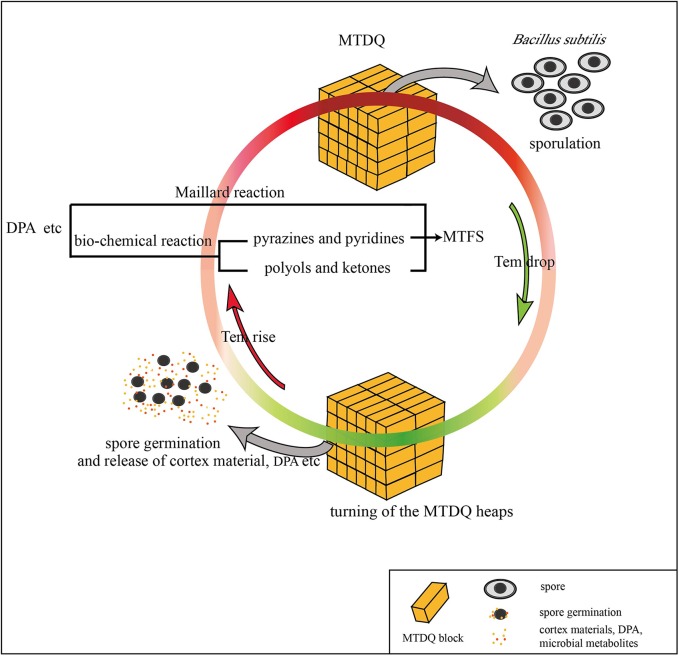
A possible way in which DPA released from the spore of *B. subtilis* may be connected to MTFS formation.

To validate the hypothesis further, six rounds of wheat fermentation featuring low- to high-temperature conditions were conducted. Analysis of GC-MS output showed that one pyridine-like compound which could potentially originate from the spores’ DPA was detected in both Groups D and E, with a minor relative increase in the amount thereof in Group D, but low-temperature cultures with these bacteria (in Group F) did not contain this pyridine-like compound (see **Table 3**). This suggests that MTFS (as pyridine) comes from the high-temperature fermentation of wheat and microbes (*B. subtilis*, in our experiments). It has been known that flavor compounds in Maotai liquor are complicated and more than 1,000 flavors have been detected (Ji et al., 2007); however, the Maotai-style liquor usually contains 1/100,000 to 1/1,000,000 proportion of the aroma components, and the liquor fragrance depends on these compounds present even in such low concentrations (Mi and Zhang, 2012), and minor changes in composition (such as pyridine-like compound) are enough to affect the aroma and taste of the liquor significantly (Li et al., 2012; Chen et al., 2013; Sun et al., 2017). In addition, only two aromatic compounds produced in the cultures of Group F were detected (wheat fermentation with *B. subtilis* in low-temperature fermentation). Many aromatic compounds were present in Groups D and E, Group D had a higher concentration of some compounds and Group E had a higher concentration of others, which is hard to explain due to the complex chemical processes and re-catabolism by the bacteria. It is noteworthy that several compounds including {Allyl(methoxy)dimethylsilane}, {3-Methyl-1,4-diazabicyclo[4.3.0]nonan- 2,5-dione, N-acetyl} and {Hexadecanoic acid, 2-hydroxy-1-(hydroxymethyl)ethyl ester} appeared only in Group D, which suggested that these compounds are potentially related to the role of *B. subtilis*.

It should be emphasized that the Maillard reaction is one of the important sources of MTFS during the high-temperature fermentation of MTDQ (Lian, 1995; Zhuang et al., 1999; Liu et al., 2007; Fan and Xu, 2012). The cortex materials, DPA, microbial metabolites, and other compounds from wheat may act as reactants in the Maillard reactions and generate complex, diverse products in Group D samples.

## Conclusion

The DEGs of *B. subtilis* under high-temperature solid fermentation in WEBP medium are mainly related to the formation of spores. More DPA is accumulated in spores during the high-temperature fermentation stage and then released as the spores germinated during the start of the next round of fermentation. Although the exact mechanism of the process remains unknown, it might be possible that, after several cycles, DPA or its derivatives were transformed into the characteristic MFTS by a combination of the Maillard reaction and bacterial fermentation. In our experiments, a modified CTAB method was designed and successfully applied to extract the total RNA of *B. subtilis* under high-temperature fermentation, and could be used as an approach for RNA extraction of other main bacilli from MTDQ for the further gene function research.

## Author Contributions

BL and WW wrote the main manuscript text. BL and WW designed the experiments. RL, YS, and WW carried out the experiments. All authors reviewed the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

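Gene expression was measured in 8 arrays, 4 of Group A (*B. subtilis* moved from 37 to 46 and then 55°C) and 4 of Group B (kept at 37°C). The groups and replicate numbers were taken from the sample labels and the paper. The deposited scanner files hold intensity per spot, which the authors obtained with Feature Extraction 10.7.1.1: the processed intensity has the local background subtracted and spatial trends removed, with a surrogate value for spots not significantly above background, and it is not normalized between arrays. The authors also deposited a value table of 6825 rows, 6767 probes and 58 controls, which holds log2 values normalized between arrays by the quantile algorithm of the methods. All columns of that table carry the name of 1 of the 8 arrays. The design fixed before the data were examined named the green channel. The files hold red columns only, and the corresponding red columns were used in their place.

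From the scanner intensity, log2 was taken, spots flagged as non-uniform or population outliers were removed and the remaining spots of a probe were averaged, which left no probe without a value. The arrays were quantile-normalized over all 6767 probes. A probe was kept when at least 50% of its spots were well above background on all 4 arrays of either group. The 119 probes kept were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no covariates) with Benjamini-Hochberg adjustment over these probes, and a probe was called at an adjusted p of 0.05 and a fold change of 2. The fold of a probe not well above background on any array of one group was given as a lower bound. Probes to be named were set before the data were examined as the 5 largest rises and the 5 largest falls among called probes whose groups do not overlap, together with every gene the paper names. The files carry no gene names, so the second part could not be applied, and only the first 2 probes in each direction are printed by number.

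The fit was tested on simulated data built from the Group B arrays. With 40 of the detected probes changed, as many up as down, 97.4% of the changed and 0.26% of the unchanged probes tested were called over 20 runs of 6767 probes, and the mean absolute error was 0.22 on the log2 scale. With all 40 changed upwards, 57.8% of the changed and 22.6% of the unchanged probes tested were called, with a mean absolute error of 1.16 on the log2 scale, since the quantile algorithm assumes the same distribution on each array. The changed probes all began clearly above background, every change was well past 2-fold, and no slide difference was simulated. Fewer probes changed than the 71 called in the data. The shares therefore do not describe changes near the threshold, rises from background or an effect of the slides. Replicate arrays were compared before averaging. The squared difference between a pair of replicates, relative to the noise between spots, was between 1.07 and 7.02 at the median probe, so no pair held identical values. The lowest, 1.07 for replicates 2 and 4 of Group A, was close to the noise between spots. Pearson's r across the tested probes was at least 0.994. These values cannot tell separate cultures from repeated extractions of the same culture. The number of arrays, and the few probes above background, limit the precision.

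The alternatives fixed before the data were examined were the 75th percentile in place of the quantile algorithm (over the probes detected on all arrays, since few were detected), normexp background correction with an offset of 50, no detection filter, detection on all 8 arrays, the methods' *t*-test with and without adjustment, no fold threshold, the authors' processed values, flagged spots kept, each array left out in turn and the replicate number as a block. Others were added after the data were seen: the 75th percentile of all probes, no normalization between arrays, the quantile algorithm over the tested probes only, the authors' values without replicates 1 and 4 of Group A, dim values raised to the detection limit, and detection by any spot of a probe. A block for slide could not be fitted, since each slide holds 1 group. The shares of tRNA genes, the values of the genes the paper names, and the tests of ribosomal, sporulation and other gene lists need gene names and were not run. Spore counts, electron microscopy, DPA content, qRT-PCR and volatile compounds are not analysed here.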

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

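Within each group of 4 arrays, 28 sets of values (measures of array quality, the 4 probes named and the match to the authors' table) were checked for an array far from the other 3, and 5 were found where about 1.4 are expected by chance. The test on the dark corner spots was set before its result was seen.

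On Group A replicate 3, 30 of 604 dark corner spots, which carry no probe and serve as a negative control, were well above background, against at most 4 on the other Group A arrays. A local blemish is a candidate explanation. The median distance between the 30 spots was 3.61 spot positions, against 481.2 for random draws of as many dark corner spots (one-sided permutation test, p = 1e-04, the smallest that 10000 draws can give). Of these spots, 29 lay in rows 518 to 531 and columns 81 to 84, a corner of the array that holds no probe spot. Without Group A replicate 3, 71 probes were called, 70 of them among the 71 called with all 8 arrays. No biological explanation was tested. In Group B, replicate 3 had 1 such spot and the other arrays had 0.

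Group A replicate 2 had 731 probe spots well above background, and the other Group A arrays had 645 to 649. On Group B replicate 2, 92.7% of the probe spots held a surrogate value, against 94.4% to 94.6% on the others. Leaving out either array gave 72 and 74 called probes, respectively, in place of 71. No cause was tested for either.

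The normalized log2 signal of probe 2037 was 13.37 on Group B replicate 1 and 13.28 on each of the other Group B arrays. The quantile algorithm gives probes of the same rank the same value, so that the other 3 arrays are tied by construction. Without Group B replicate 1, its log2 fold change was -4.70, as with all arrays.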

How the results depend on the processing

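Among the 35 divisions of the 8 arrays into 4 and 4, 1, the real one, gave as many called probes. This share, 0.0286, is the smallest that 8 arrays allow and is under 0.05, at which level chance can be excluded. The test of chance was set before its result was seen. The clustering of the arrays and the replicate number as a block were fixed before the data were examined. The tests on the slides, the correlation between deviations of same-numbered arrays and the alternatives said to be added were chosen after the data were seen. All Group A arrays were on one slide and all Group B arrays on the other. A uniform difference in brightness between the slides would move all probes one way, whereas 26 probes were called lower in Group A with no normalization between arrays. A difference between slides that is not uniform cannot be told apart from the groups, since 0 slides hold arrays of both.

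The number of called probes, 71, was 132 with no detection filter (71 higher and 61 lower in Group A) and 34 when probes had to be detected on all 8 arrays (20 higher and 14 lower), as more or fewer probes enter the test. With no fold threshold it was 107, 53 of them lower. The authors' processed values gave 24 called probes with 0 of them higher in Group A by limma, 2 higher at an unadjusted p of 0.05 and 1 higher by the methods' *t*-test without adjustment. In these values the columns of replicates 1 and 4 of Group A do not follow their scanner files, and with both left out, an alternative added later, 54 probes were called, all of them among the 71. With each array left out in turn, the number of called probes was 70 to 76, of probes higher in Group A 38 to 39 and of probes lower 32 to 38. The other alternatives gave 54 to 79 called probes.

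The share of called probes that were higher in Group A, 53.5%, was 37.2% with the 75th percentile of the probes detected on all arrays and 67.1% with no normalization between arrays, an added alternative. The balance between up- and down-regulation may therefore be set by the scaling. The 75th percentile of all probes also gave 67.1%. Of the 71 probes, 61 were called in the same direction with the 75th percentile of the detected probes and 63 without normalization, and none was called in the opposite direction under any alternative.

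The log2 fold changes of the 5 largest rises and 5 largest falls kept their direction under every alternative in which the probe was tested, and 199 of 204 such values stayed past the threshold. The 5 that did not were the rises in the authors' processed values. What the depth of signal limits is the size of a change from or to background. With dim values raised to the lowest signal well above background on their array, an added alternative, 54 probes were called, and the log2 fold change of probe 1446 was -4.93 in place of -6.81. The lower bounds themselves depend on the scaling. For the smallest of the 5 largest rises the bound was -0.034 on the log2 scale with the 75th percentile of the probes detected on all arrays, so no fold can be given there, against 1.14 with the quantile algorithm.

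The difference between the mean correlation within and between groups, 0.312, was 0.102 with no detection filter, 0.301 to 0.313 with each array left out, and at most 0.333 under any alternative, with the smallest exact permutation p that the number of arrays allows in each. In the authors' values without replicates 1 and 4 of Group A, added later, it was 0.305, and there 2 arrays against 4 cannot give p below 0.0667.

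The replicate numbers do not pair the arrays. The correlation between the deviations of same-numbered arrays from their group means was 0.01 to 0.31, and with the replicate number as a block, 71 probes were called, 38 of them higher and 33 lower. Slide as a block, 1 value per gene name and the results for genes and gene lists were not run, because each slide holds 1 group and the files carry no gene names.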

Differences from the paper's values

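With the normalization and fold threshold of the methods, their filter with detection taken as at least 50% of a probe's spots well above background (the paper's text does not define its flag), and an adjusted p of 0.05 from limma in place of their unadjusted *t*-test (which called the same 71 probes), none of the paper's values set beside the values found here differed by more than 1.5 times. The paper reports 84 DEGs, 44 up- and 40 down-regulated, out of 6820 genes, and 71 probes, 38 and 33, out of 6767 were called here. Under some alternatives set before the data were examined, the values did differ by more than 1.5 times. The authors' processed values gave 24 probes, 0 up- and 24 down-regulated (54, 31 and 23 without the columns of replicates 1 and 4 of Group A, a setting chosen after seeing the values), detection on all 8 arrays gave 34, 20 and 14, and no detection filter gave 132, 71 and 61. The 75th percentile of the probes detected on all arrays gave 29 up-regulated probes, and normexp background correction gave 25 down-regulated probes. The other alternatives set before the data were examined stayed within 1.5 times of all 3 numbers. None of the alternatives gave exactly 84. The nearest were 79 with the 75th percentile of all probes or with no normalization between arrays, both chosen after seeing the values, and 78 with the 75th percentile of the probes detected on all arrays. The paper's largest fall is 112.5-fold. The largest fall here was fitted at 112-fold, with a lower bound of 30.5-fold (17.5- to 55.4-fold over the scalings tried).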

Other observations

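All tests in this part were chosen after the result they bear on was seen.

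In the value table the authors deposited, the columns of replicates 1 and 4 of Group A did not follow the scanner files of the same arrays. Across the 119 tested probes (which are not independent replicates), Pearson's r between a column and the log2 scanner signal was 0.544 for replicate 1 and 0.569 for replicate 4, and 0.989 to 0.999 for the other 6 arrays. In the column of replicate 1, 3980 of 6825 rows held a single value, and in that of replicate 4, 6694 did, whereas the commonest value of any other column filled at most 3 rows. Values moved to other probes at random would give little overlap between both columns. Of the 131 highest probes of each, 36 were shared, where about 2.54 are expected, and 25 of these were not detected on any scanner array. A candidate explanation is that both columns were made from other, dimmer arrays before normalization. The common values of the deposited table at ranks 4 to 100 lay below the mean of the 8 scanner arrays at the same ranks, with a mean difference of -1.15 on the log2 scale, and a value of 5.08 at the median rank would be needed in both columns to give it, against 9.15 on the other 6 arrays. Which arrays these would be was not tested, and the scanner files were used for all results here.

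The fold changes printed in the paper were set beside those from the scanner files. The fold changes the paper gives in its Table 1 as 112.5, 25.79 and 20.99 for down-regulated genes and as 17.51, 13.22 and 9.12 for up-regulated genes each lie within 1.01% of the fitted fold change of a called probe of the same direction. These matches are not all unique, since 17.51 and 20.99 each have 2 called probes within 5%, and the other 4 fold changes of Table 1, which are smaller, have 2 to 5 each. In the deposited table the largest fall, that of probe 1446, was -5.33 on the log2 scale against -6.81 from the scanner files. A match in size does not name a probe, and no probe was paired with a gene from it.

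Few probes were above background in either group, 96 to 122 of 6767 in Group A and 100 to 133 in Group B. The median was 111.5 on a Group B array and 105.5 on a Group A array. These counts cannot show whether the spores of Group A gave a poor yield of RNA, since both descriptions of the labelling start from a set amount of RNA. A poor yield from Group A, weak labelling or hybridization of all 8 arrays, or few abundant transcripts in cultures of this age, stay open and were not tested.

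The same 3 probes were the brightest on all 8 arrays and took 60.0% to 62.7% of the background-subtracted signal in Group A and 68.1% to 73.4% in Group B (exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow, 0.129 after Benjamini-Hochberg adjustment over 9 measures). A change in these probes alone, with all others unchanged apart from the brightness of the slides, would leave no other probes moving in both directions, whereas 53 other probes were called higher in Group A and 26 lower with no normalization between arrays. The summed signal of all other probes was higher in Group A by 0.70 on the log2 scale and that of the 3 probes by 0.09, without normalization. Because each slide holds 1 group, how much of this comes from the slides is not known. The quantile algorithm gives the top ranks the same values on every array, so that the log2 fold changes of these 3 probes were between -0.03 and 0.03 after it and cannot show a change in their share.

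Probes above background were not spread evenly over the probe numbers. Of the last 200 probes, 6568 to 6767, 45 were among the 119 tested (22.5%), against 74 of the other 6567 (1.13%; Fisher's exact test, two-sided, p = 2.11e-39). Of these 45, 18 were called higher in Group A and 5 lower. With no normalization between arrays the numbers were 31 and 1, and with the 75th percentile of the probes detected on all arrays 16 and 4. The range was chosen after the values were seen, the probes are not independent, and what these probes measure is not given in the files.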
